A study of Harpegnathos saltator with 12 samples. Its data were reported in "Orco-dependent survival of odorant receptor neurons in ants" (2024).

How the data were processed

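Antennal RNA of adult ants of the species Harpegnathos saltator was sequenced in 12 libraries, each a sample of its own: 2 from wild-type ants, 3 from ants heterozygous for a mutation in orco and 7 from homozygous mutants. Genotype, replicate number and sequencing batch were read from the labels. Batch 1 held wild-type replicate 2, heterozygote replicate 1 and homozygote replicate 1, and batch 2 held the other 9 libraries, so every genotype was present in both batches. The wild-type and heterozygous libraries together are called the controls (n = 5). The labels give neither the age of the animals nor how many ants went into a library.

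For each library the authors deposited a table of raw read counts per gene. They aligned the reads with STAR, using a limit on intron length and the aligner's gene counting option, against the current H. saltator assembly with their own gene annotation, in which the chemoreceptor genes carry curated names (HsOr for odorant receptors, HsIr for ionotropic receptors, HsGr for gustatory receptors). STAR counts a read only when it maps to a single place and overlaps a single gene. Reads shared by near-identical receptor copies were therefore left uncounted, and the level of a recently duplicated receptor gene is uncertain for that reason. Each table opens with 4 lines that name no gene. In these, unmapped reads made up between 1.92% and 6.53% of the counted reads, multimapping reads between 1.69% and 2.79%, reads outside genes between 13.0% and 18.3%, and reads over more than 1 gene between 2.29% and 4.23%. All 4 lines stayed out of library sizes and tests. The 2 strand columns were nearly equal, the first holding between 50.0% and 50.6% of the stranded counts, so the libraries carry no strand information and the unstranded column was used. Overlapping and antisense genes cannot be separated in it.

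The authors also deposited a normalized signal table, made by dividing the counts by DESeq2 size factors. In every library its values equalled the raw count times 1 constant, between 0.514 and 2.40, so the table adds nothing to the counts and was used only for that check. Trimming of the reads of these libraries is not stated.

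Gene-assigned counts ranged from 4.11 M in wild-type replicate 2 to 23.2 M in homozygote replicate 5, and made up between 70.3% and 79.3% of the counted reads. A single count was the smallest step, and 3 counts were taken as the floor. That floor corresponded to between 0.129 and 0.730 CPM (counts scaled to the library total), so a gene at the floor in a shallow library can be several times as abundant as one at the floor in a deep library. Wilson 95% intervals were computed for shares of counts in single libraries. Intervals and floors cover counting error only, because the libraries carry no molecular identifiers. Libraries of the same genotype were compared for duplication. Their counts differed by a chi-square of between 19.8 and 395 per gene, and their log2 values correlated at between 0.876 and 0.987 across genes, which are not independent replicates. No pair was treated as a duplicate.

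Of the 14407 genes in the tables, the 10740 with a mean raw count of at least 10 over the 12 libraries were tested. Differential expression was tested with edgeR's quasi-likelihood test (edgeR 4.0.16, limma 3.58.1, R 4.3.3) with TMM scaling, in a single model of all 12 libraries with genotype and an additive sequencing batch term. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, and a gene was called at an adjusted p-value under 0.05. The study's methods for the adult libraries give counting and normalization but no test, so the test was chosen here. Comparisons were homozygote against the mean of the wild-type and heterozygote coefficients, homozygote against each of these, and heterozygote against wild type. Expression values are TMM-scaled CPM with the sample SD. The log2 fold changes are batch-adjusted fitted values. Against the controls, they give the wild-type and heterozygote coefficients equal weight on the log2 scale. For both reasons they can differ from the ratio of the group means. Their standard errors (SE) are approximate. Each was computed as the size of the log2 fold change divided by the square root of the test's F statistic. Where every library of a group had at most 3 counts, the fold change is given as a bound against the floor. The share of counts assigned to tuning Or genes (the odorant receptors other than orco) was compared with a two-sided exact permutation test on log2 percent (scipy 1.17.1, numpy 2.4.6, Python 3.11.15).

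The fitted test was first tested on simulated counts drawn with the means and depths of these libraries, in which 200 genes were changed by 2 on the log2 scale. For homozygote against controls it recovered 94.4% of the 196 changed genes that passed the count minimum, among 10699 genes tested, and 3.14% of its calls were false. For heterozygote against wild type it recovered 84.4% of 199 among 10703 genes tested, with 4.55% of calls false. Comparisons that share libraries were set beside 20 simulated sets in which no genotype differed.

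Genes were named by a rule. The text names orco, the cell type markers in the study's methods and results, the odorant receptors and neighbouring genes the study discusses, and the Ir co-receptors. For homozygote against controls and for heterozygote against wild type it also names up to 5 genes with the largest rise and up to 5 with the largest fall among called genes outside the chemoreceptor families, with at least 10 CPM in the higher group and no overlap between the groups. Finally it names the 10 tuning Or genes with the highest log2 fold change among those with at least 5 CPM in the controls. The groups, the tests, this rule and all alternatives except the omission of abundant genes were fixed before the data were examined. Genes outside the rule are marked as chosen after their values were seen.

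Of the 13545 identifiers beginning with LOC, all 13545 were found in a RefSeq gene table for assembly Hsal_v8.6, and 4090 had a symbol there. Other symbols for marker genes are those used by the study. The table names no chromosome for these genes, so no coordinates are given.

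The alternatives were scaling by library totals, median-ratio size factors, DESeq2 1.42.0, all genes with at least 1 count, edgeR's own expression filter, no batch term, batch 2 alone, the replicate number as a block, and each library left out in turn. For the Or share they were another denominator, TMM-scaled CPM, the percent scale and the omission of the 5 highest Or genes. Limits of -2 and -0.5 were tried for retained Or genes. Leaving out genes above 1% of any library was added after the data had been seen. For the closing observations, lists of 30 cuticle and 10 muscle gene symbols were written before their values were read, and the median change of each list was ranked among 10000 random lists matched on mean expression. Pupal and single-nucleus libraries were not analysed here.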

Results

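The data set holds RNA-seq gene counts from the antennae of adult Harpegnathos saltator, an ant whose olfactory neurons express a large family of odorant receptor (Or) genes. Each tuning Or works in a complex with the co-receptor Orco, encoded by orco (HsOrco in the annotation). The libraries came from 2 wild-type, 3 heterozygous and 7 homozygous mutant samples. The study asked how loss of orco changes the receptor genes expressed in the adult antenna. Gene-assigned counts were 14.2 M and 4.11 M in the wild-type libraries, between 6.61 M and 11.7 M in the heterozygotes and between 5.65 M and 23.2 M in the homozygotes, and between 11812 and 12402 genes had at least 1 count in a library.

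Genotype was the main axis of variation. The first principal component of log2 CPM carried 53.8% of the variance. On it the homozygotes lay between -53.2 and -40.6, the heterozygotes between 34.9 and 52.1, and the wild types at 86.0 and 116. The second component carried 18.2%. Sequencing batch also separated libraries. With genotype held fixed, 4022 genes differed between the batches, 2113 of them higher in batch 2. Except where stated, the values below come from the fit with the batch term. The 2 wild-type libraries came from different batches, and their log2 values correlated at 0.876, the lowest value of any same-genotype pair, so the wild-type mean is the least certain of the group means.

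The targeted transcript separated the homozygotes from all control libraries. Orco stood at 2278 and 2769 CPM in wild-type replicates 1 and 2, and at 2553, 1670 and 1730 CPM in heterozygote replicates 1 to 3. In homozygote replicates 1 to 7 it stood at 32.0, 21.6, 45.0, 24.4, 157, 13.6 and 18.3 CPM. The log2 fold change of the homozygotes against the controls was -5.61 (SE 0.67, adjusted p-value 6.58e-05, lower in 7 of 7 libraries). Replicate 5 held the highest homozygote value, and without it the log2 fold change was -6.32. In the heterozygotes, with 1 mutant copy, the level was 1984 ± 494 CPM (SD, n = 3) against 2524 ± 347 CPM (SD, n = 2) in the wild type. The log2 difference of -0.34 (SE 0.89, adjusted p-value 0.821) was smaller than its standard error. The spread of the homozygotes enters that standard error, because the groups share 1 estimate of the spread. With 1 library left out, the difference ranged from -0.69 (without heterozygote replicate 1) to -0.21 (without wild-type replicate 2).

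Tuning Or genes fell as a family in the homozygotes. Of 376 such genes in the annotation, 346 passed the count minimum. Against the controls, 338 were lower and 0 were higher, and at an unadjusted p-value under 0.05 the number higher was also 0. Adjusted over the list alone, 339 were lower. The median log2 fold change was -5.78. In 145 of the tested genes every homozygote library had at most 3 counts, and with these genes set to their bound the median was -4.53. The setting that moved the number of lower genes most was the omission of wild-type replicate 1, which left 292. With batch 2 alone 333 genes were lower and 1, HsOr21, was higher. The decrease was present against each control genotype taken separately, with 330 genes lower than in the heterozygotes and 333 lower than in the wild type, and 0 higher in either comparison. At an unadjusted p-value under 0.05, 0 genes were higher than in the heterozygotes and 1 was higher than in the wild type.

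The summed tuning Or counts gave the same contrast with 1 value per library. They made up 0.387% ± 0.0890 (SD, n = 2) of gene-assigned counts in the wild type, 0.237% ± 0.0245 (SD, n = 3) in the heterozygotes and 0.0166% ± 0.00224 (SD, n = 7) in the homozygotes. The lowest control library, heterozygote replicate 3, held 0.218% (Wilson 95% interval 0.216% to 0.221%) and the highest homozygote library, replicate 5, held 0.0200% (0.0194% to 0.0206%). Mean log2 shares of homozygotes and controls differed by -4.12 (two-sided exact permutation test, p = 0.00253, the smallest p-value that the 792 arrangements can give). Within batch 2, where 3 control and 6 homozygote libraries remained, the difference was -4.07 (exact permutation p = 0.0238, again the smallest possible). Batch 1 held 1 homozygote library and allowed no test. Against the heterozygotes the difference was -3.84 (exact permutation p = 0.0167, the smallest possible for 120 arrangements). In batch 2 that comparison gave -3.74, with an exact permutation p of 0.0714, which is the lowest that 2 against 6 libraries can reach. Heterozygotes and wild types differed by -0.69 (exact permutation p = 0.2, the lowest the 2 groups can reach), and their values did not overlap.

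**Figure D1:**
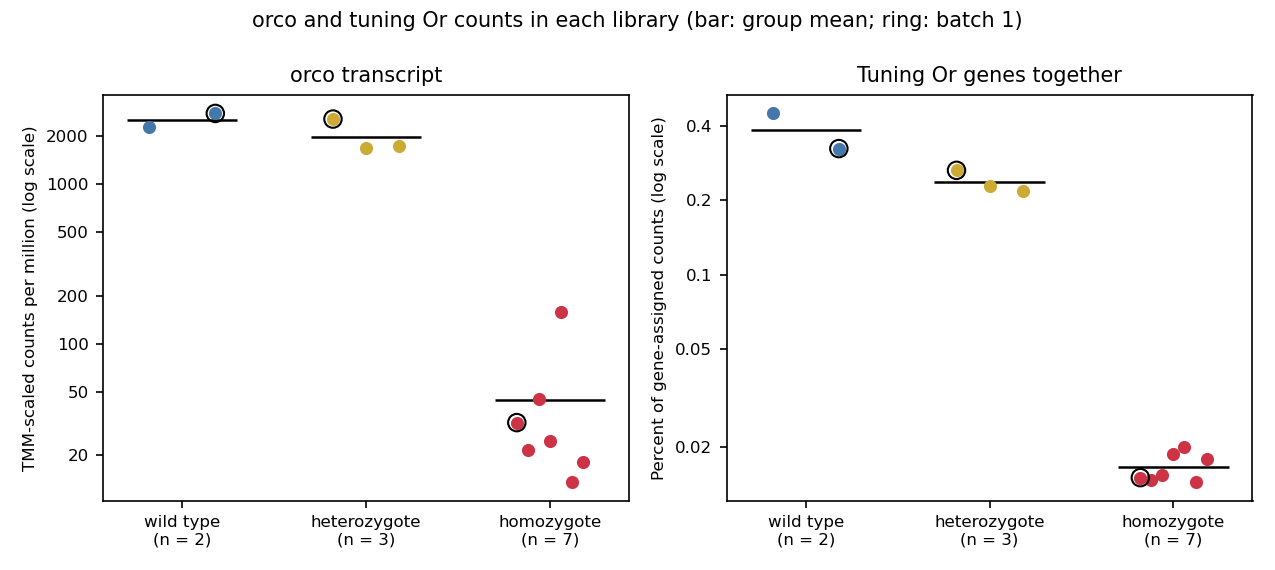
Points are single libraries, with orco in TMM-scaled CPM on the left and the percent of gene-assigned counts in tuning Or genes on the right, both on log axes; bars are group means and rings mark sequencing batch 1. All 7 homozygote libraries lie below all 5 control libraries in both panels, and homozygote replicate 5 has the highest orco value of its group at 157.

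A small set of tuning Or genes kept more of its control level. Fitted log2 fold changes lay above -1 for 11 of the 346 tested genes, 4 of which were called lower and 7 of which were not called. With a limit of -2 the number was 17, and with -0.5 it was 3. Among the tested genes, 7 of these 11 had at least 5 CPM in the controls. The highest of them was HsOr370, at 28.7 ± 5.78 CPM (SD, n = 7) in the homozygotes and 26.5 ± 7.55 CPM (SD, n = 5) in the controls (log2 fold change 0.12, SE 0.13, adjusted p-value 0.458), and its sign turned when scaling by library totals, which gave -0.0060, and without wild-type replicate 1, at -0.032. HsOr61 followed with a log2 fold change of -0.32 (SE 0.29, adjusted p-value 0.379) and HsOr202 with -0.51 (SE 0.34, adjusted p-value 0.246). HsOr161 (-0.57, SE 0.19, adjusted p-value 0.0283) and HsOr247 (-0.65, SE 0.16, adjusted p-value 0.00652) were lower, in 7 of 7 libraries compared with the control mean. HsOr161 was not called without wild-type replicate 1 (-0.52), heterozygote replicate 3 (-0.53) or homozygote replicate 1 (-0.51), or with batch 2 alone (-0.49). HsOr60 (-0.76, SE 0.29, adjusted p-value 0.0548) and HsOr201 (-0.83, SE 0.40, adjusted p-value 0.111) were not called. Omission of homozygote replicate 7 brought both under the threshold, at -0.99 and -1.03, and omission of heterozygote replicate 2 did so for HsOr60, at -0.90. HsOr60 was also called lower when scaling by library totals (-0.88), in DESeq2 (-0.73) and without the batch term (-1.02). Next in order among genes with at least 5 CPM were HsOr377 (-1.43), HsOr184 (-1.69) and HsOr209 (-1.75). HsOr209 depended on homozygote replicate 5, without which its log2 fold change was -2.66 and it was called lower.

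The other 4 genes above the limit had fewer counts and were chosen after their values were seen. They were HsOr368 (log2 fold change -0.67), HsOr189 (-0.76), HsOr367 (-0.89) and HsOr21 (0.30). The calls of HsOr368 and HsOr367 were lost without wild-type replicate 1, at -0.47 and -0.43, and in other omissions. HsOr21 had a lower mean in the homozygotes (0.942 ± 0.294 CPM, SD, n = 7) than in the controls (1.59 ± 1.25 CPM, SD, n = 5), and its fitted sign was not stable. Its log2 fold change was -0.28 without the batch term, -0.54 without wild-type replicate 1 and 1.61 with batch 2 alone, where it was called higher.

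**Figure D2:**
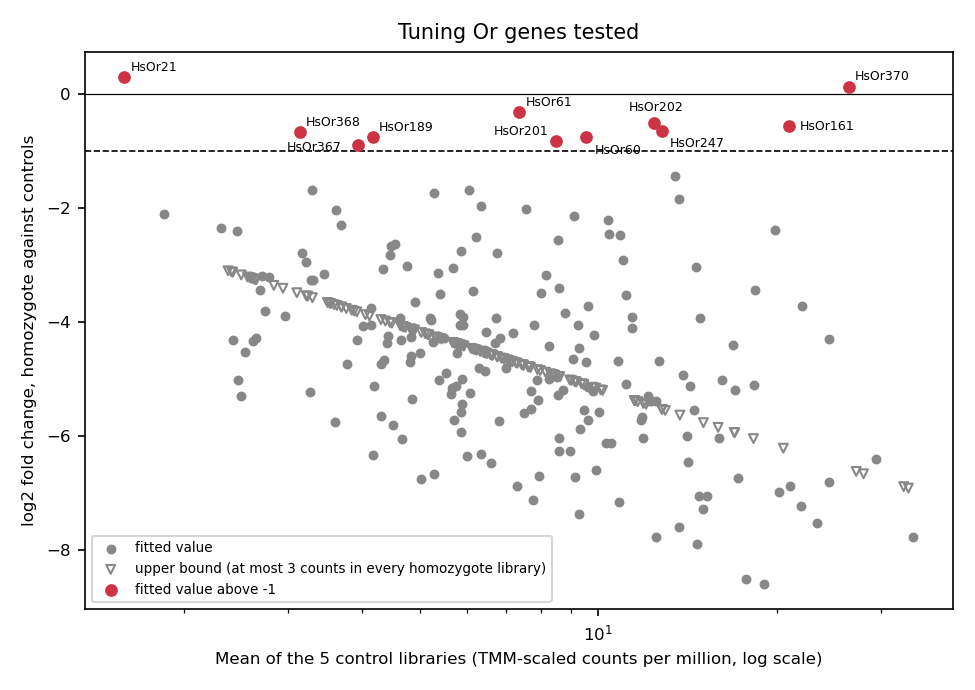
Each symbol is 1 of the 346 tuning Or genes tested, plotted by its mean in the 5 control libraries (TMM-scaled CPM, log axis) and its log2 fold change in homozygotes against controls; open triangles are upper bounds for the 145 genes with at most 3 counts in every homozygote library. The 11 named genes lie above the dashed line at -1, and HsOr370 has the highest control level among them.

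The study placed several of these receptors beside genes outside the Or family, and the same comparison was made for each group. The gene the study names beside HsOr370 is LOC105192289, which did not differ (log2 fold change 0.014, SE 0.19, adjusted p-value 0.958). In the group of LOC105183707, the neighbour also did not differ (0.039, SE 0.15, adjusted p-value 0.850). HsOr61 and HsOr60 stood above -1 there and HsOr62 fell to 0.609 ± 0.316 CPM (SD, n = 7) from 5.37 ± 1.60 CPM (SD, n = 5), a log2 fold change of -3.14 (SE 0.37, adjusted p-value 5.30e-05). Beside LOC105190781 (0.0054, SE 0.27, adjusted p-value 0.989), the log2 fold changes ran from -0.51 in HsOr202 through -0.83 in HsOr201 to -3.86 in HsOr200 (SE 0.49, adjusted p-value 1.04e-04 for the last). Signs of these 3 neighbours were not stable, because the estimates lay within 1 SE of 0. LOC105190442 was higher in the homozygotes, at 307 ± 53.3 CPM (SD, n = 7) against 184 ± 73.5 CPM (SD, n = 5), a log2 fold change of 0.89 (SE 0.28, adjusted p-value 0.0244, above the control mean in 7 of 7 libraries). It was not called when scaling by library totals (0.74), without wild-type replicate 1 (0.50) or without heterozygote replicate 2 (0.70). In its group HsOr247 fell by 0.65 on the log2 scale, HsOr248 by far more (-4.86, SE 0.33, adjusted p-value 7.74e-07), and HsOr249 was at the floor in every homozygote library and at least 16.2-fold lower than in the controls. HsOr206, which the study saw only in neurons, fell from 22.0 ± 5.58 CPM (SD, n = 5) to 0.107 ± 0.187 CPM (SD, n = 7), a log2 fold change of -7.22 (SE 0.51, adjusted p-value 1.01e-06). In all, 7 of these 15 genes were called, and each of the 7 lay on its side of the control mean in 7 of 7 homozygote libraries.

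**Figure D3:**
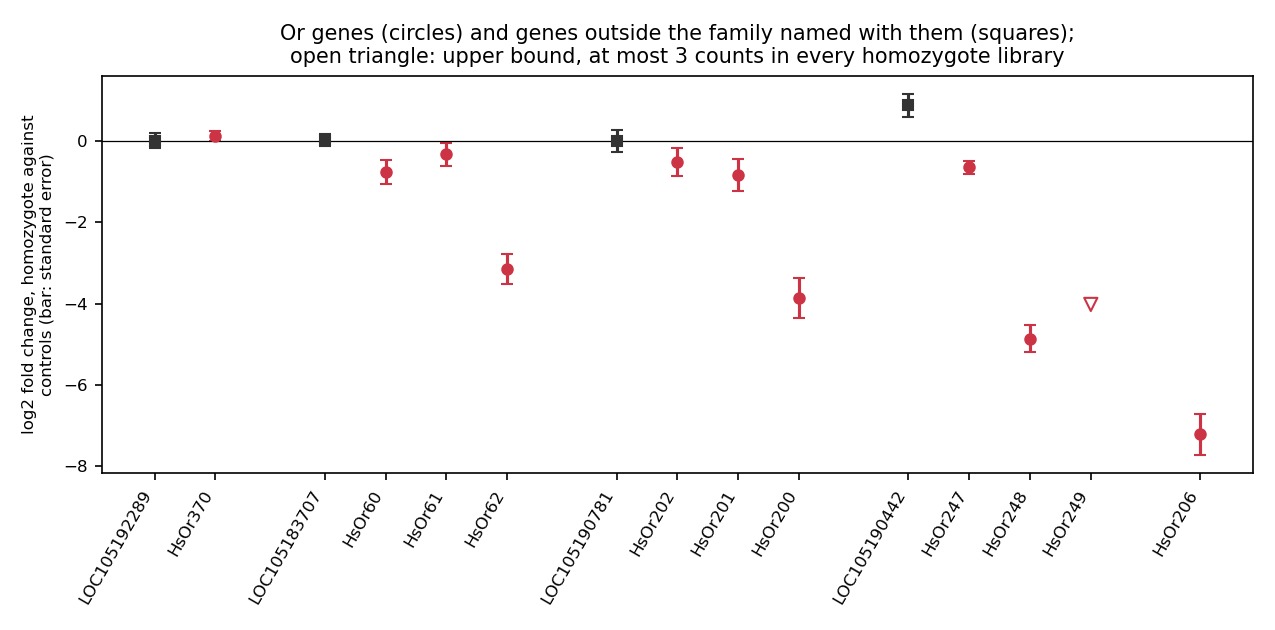
Vertical positions are log2 fold changes of homozygotes against controls with standard errors, for the Or genes (circles) and the genes outside the family named beside them (squares), grouped by locus from left to right; the open triangle is the upper bound for HsOr249. HsOr202, HsOr201 and HsOr200 stand at -0.51, -0.83 and -3.86.

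Ionotropic receptor genes did not share the decrease. Of 23 Ir genes 19 were tested and 12 differed between homozygotes and controls, 10 of them higher. CPM values are relative, so a loss of some cells can raise transcripts of the remaining cells without more transcription. The same limit holds for the marker genes below. Adjusted over the list alone, 11 were higher and 2 lower. Against the heterozygotes alone, 5 were higher and 2 lower, or 10 and 2 adjusted over the list alone. Omitting wild-type replicate 1 left 9 called, and scaling by library totals gave 8 higher and 2 lower. Among the co-receptors, HsIr25a.1 rose to 11.2 ± 3.35 CPM (SD, n = 7) from 5.52 ± 3.37 CPM (SD, n = 5), a log2 fold change of 1.61 (SE 0.21, adjusted p-value 1.45e-04), and HsIr25a.2 rose by 1.18 (SE 0.17, adjusted p-value 2.38e-04). Both stood above the control mean in 7 of 7 homozygote libraries. Both were also higher in the heterozygotes than in the wild type, by 1.87 (SE 0.34, adjusted p-value 0.00430) and 1.10 (SE 0.25, adjusted p-value 0.0140), above both wild-type libraries in 3 of 3. From heterozygote to homozygote they rose by 0.67 (adjusted p-value 0.0546) and 0.62 (adjusted p-value 0.0337). HsIr8a (log2 fold change 0.24, SE 0.18, adjusted p-value 0.308) and HsIr76b (0.30, SE 0.14, adjusted p-value 0.110) were not called. The 2 Ir genes that fell, named after their values were seen, were HsIr308 (-1.55, SE 0.24, adjusted p-value 3.99e-04) and HsIr309 (-1.15, SE 0.18, adjusted p-value 5.17e-04).

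Gustatory receptor genes were mostly at low counts. Of 17, 11 were tested and 3 differed, which are named after their values were seen. HsGr1 (log2 fold change 2.28, SE 0.53, adjusted p-value 0.00542) and HsGr4 (1.04, SE 0.29, adjusted p-value 0.0149) were higher, and HsGr12 (-0.79, SE 0.23, adjusted p-value 0.0193) was lower. Adjusted over the list alone, the numbers were again 2 higher and 1 lower. Without wild-type replicate 1 the count was 1, with HsGr4 at 1.12 and HsGr12 at -0.42 no longer called, and without homozygote replicate 1 HsGr4 stood at 0.78 and was not called. The call of HsGr4 was also lost without the batch term (0.91) and with batch 2 alone (0.86). HsGr1 varied widely among the homozygotes (36.2 ± 28.1 CPM, SD, n = 7) and was above the control mean in 5 of 7 libraries. Its difference lay mainly between the wild type and both other genotypes, with a log2 fold change of 3.30 from wild type to heterozygote (adjusted p-value 0.0217) and 0.63 from heterozygote to homozygote (adjusted p-value 0.439). Against the heterozygotes, HsGr4 (0.71) and HsGr12 (-0.43) were not called either. The 1 Gr gene called in that comparison was HsGr13 (0.65, adjusted p-value 0.0340), named after its values were seen, and adjusted over the list alone there were 0 (2 at an unadjusted p-value under 0.05).

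Marker genes of antennal cell types moved in both directions, and 8 of the 13 were called. Among the 4 neuronal markers, nSyb (LOC105189534) fell from 848 ± 108 CPM (SD, n = 5) to 229 ± 46.2 CPM (SD, n = 7), a log2 fold change of -1.77 (SE 0.12, adjusted p-value 6.90e-07, lower in 7 of 7 libraries). Onecut (LOC105183587) fell by 1.93 on the log2 scale and Syt1 (LOC105183410) by 0.57 (adjusted p-values 1.12e-04 and 0.00202). Fne (LOC105190174) was not called (-0.42, SE 0.16, adjusted p-value 0.0585), but was called lower without homozygote replicate 1 (-0.68), wild-type replicate 2 (-0.53) or heterozygote replicate 3 (-0.48), with batch 2 alone (-0.64) and when scaling by library totals (-0.55). Rh50 (LOC105188823), a marker of ammonia-sensing neurons, rose from 37.9 ± 19.6 CPM (SD, n = 5) to 87.5 ± 11.2 CPM (SD, n = 7), a log2 fold change of 1.47 (SE 0.20, adjusted p-value 1.78e-04). The mechanosensory marker nompC (LOC105188598) was not called (0.14, SE 0.16, adjusted p-value 0.484). Outside neurons, the muscle marker Mhc (LOC105191850) rose by 2.53 (SE 0.48, adjusted p-value 0.00159), the glial marker repo (LOC105181500) by 0.35 (SE 0.11, adjusted p-value 0.0217) and the support cell marker sv (LOC105187024) by 1.54 (SE 0.33, adjusted p-value 0.00314). Repo was not called when scaling by library totals (0.22) or without wild-type replicate 1 or heterozygote replicate 2 (0.29 in both), and sv was not called without the batch term (0.79). A further support cell marker, LOC105190591, fell by 0.83 (SE 0.12, adjusted p-value 2.82e-04). The remaining support cell markers LOC105182650 (-0.16, SE 0.20, adjusted p-value 0.553) and LOC105188530 (-0.16, SE 0.12, adjusted p-value 0.302) and the epithelial marker grh (LOC105181616, 1.10, SE 0.56, adjusted p-value 0.133) were not called. The 8 called markers lay on the stated side of the control mean in 7 of 7 homozygote libraries. Against the heterozygotes alone, Mhc (1.29, adjusted p-value 0.0933), sv (0.83, adjusted p-value 0.101) and repo (0.36, adjusted p-value 0.0567) were not called, and the other 5 were. Grh was called with batch 2 alone (2.16), without wild-type replicate 2 (2.17) and in DESeq2 (1.10).

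Across all genes tested, 4712 differed between homozygotes and controls, 2023 higher and 2689 lower. Among the fits that left out 1 library, the count ranged from 2966 without wild-type replicate 1 to 6043 without wild-type replicate 2, and without the batch term it was 3037. Batch 2 alone gave 5865. Against the heterozygotes 2468 genes differed, 733 higher and 1735 lower, and against the wild type 4816 differed, 2048 higher and 2768 lower. The balance of directions depended on the settings. The share of calls that were higher was 42.9% against the controls, 29.7% against the heterozygotes and 42.5% against the wild type. Scaling by library totals gave 28.3%, 11.6% and 28.9%, with the median of all genes shifted by -0.13, -0.10 and -0.16 on the log2 scale, and DESeq2 gave 44.0% against the heterozygotes. That comparison also depended on single libraries and on the batch term, with 17.9% higher without heterozygote replicate 2, 18.7% without heterozygote replicate 1 and 18.4% without the batch term.

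Among genes outside the chemoreceptor families, the largest rises without overlap between the groups were in LOC105185311 (log2 fold change 3.98, SE 0.30, adjusted p-value 1.44e-06), LOC112590506 (3.97), LOC105183983 (3.87), IRSp53 (LOC105185889, 3.33) and LOC105180508 (2.94). Each of the 5 was higher than in any control library in 7 of 7 homozygote libraries. All 5 were near absent or low in the wild type and intermediate in the heterozygotes. The contrast weights wild type and heterozygote equally on the log2 scale, so such low wild-type values enlarge these fold changes. LOC105185311 stood at 2.01 ± 0.543 CPM (SD, n = 2) in the wild type, 121 ± 36.9 CPM (SD, n = 3) in the heterozygotes and 234 ± 66.5 CPM (SD, n = 7) in the homozygotes. For this gene the larger step lay between wild type and heterozygote. The largest falls were in LOC112590016 (-6.78, SE 0.50, adjusted p-value 1.28e-06), LOC105187615 (-6.73), LOC109504413 (-5.70), LOC105189477 (-5.49) and unpg (LOC105191885, -4.86), each below every control library in 7 of 7. None of these 5 was called between heterozygote and wild type, where their adjusted p-values lay above the threshold. LOC112590016, for example, stood at 40.5 ± 4.06 CPM (SD, n = 2) in the wild type, between 20.3 and 41.1 CPM in the heterozygotes and 0.255 ± 0.353 CPM (SD, n = 7) in the homozygotes.

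Heterozygous and wild-type antennae were compared to ask whether heterozygotes can stand in for the wild type. With 2 wild-type libraries, 1917 genes differed, 1043 higher and 874 lower in the heterozygotes. The batch term mattered here, since without it 721 genes differed, and omission of heterozygote replicate 3 left 1269. The largest rises without overlap came from genes near absent in the wild type. The apd-3l gene (LOC105189609) stood at 29.4 and 4.57 CPM in the wild-type libraries and at 43556, 14709 and 18817 CPM in the heterozygotes, a log2 fold change of 10.20 (SE 2.34, adjusted p-value 0.0142). The others were LOC105189844 (log2 fold change 10.39, SE 2.56), LOC112588745 (10.37, SE 2.37), LOC105189843 (9.54, SE 2.78) and LOC105186414, which was at the floor in the wild type and at least 525-fold higher in the heterozygotes. LOC105189843 was not called without the batch term (10.08), without heterozygote replicate 1 (9.25) or 3 (9.37), or without homozygote replicate 3 (9.54), 6 (9.50) or 7 (9.53). These genes also varied strongly among the homozygotes, where apd-3l ranged from 1586 to 139162 CPM. The largest falls were in LOC105182112 (-8.76, SE 1.19, adjusted p-value 0.00105), LOC105189919 (-7.60), LOC105186439 (-7.46), LOC112590013 (-7.41) and LOC105186440 (-7.35). LOC105182112 stood at 18608 and 2551 CPM in the wild-type libraries and at 45.3 ± 36.6 CPM (SD, n = 3) in the heterozygotes. All 10 of these genes differed from both wild-type libraries in 3 of 3 heterozygotes, by the rule that named them.

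Of the tuning Or genes, 35 differed between heterozygote and wild type, 33 lower and 2 higher. Adjusted over the list alone, 12 were lower and 1 was higher. The family's median log2 fold change was -0.64, and its sign was the same when scaling by library totals (-0.67), by median-ratio size factors (-0.66) and in DESeq2 (-0.65). With 1 library left out, the median ranged from -0.99 (without heterozygote replicate 1) to -0.57 (without heterozygote replicate 3). The number of calls was 9 without heterozygote replicate 3, 15 without heterozygote replicate 2 and 56 in DESeq2. The genes that rose were HsOr370 (0.69, SE 0.19, adjusted p-value 0.0314), which was not called when scaling by library totals (0.62), without the batch term (0.76) or without heterozygote replicate 1 (0.62) or 3 (0.70), and HsOr207, which was named after its values were seen. HsOr207 stood at 0.464 ± 0.0420 CPM (SD, n = 2) in the wild type, 14.8 ± 1.90 CPM (SD, n = 3) in the heterozygotes and 0.0763 ± 0.131 CPM (SD, n = 7) in the homozygotes, with a log2 fold change of 4.92 (SE 0.84, adjusted p-value 0.00322) between heterozygote and wild type.

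Because comparisons with the wild type share its 2 libraries, their fold changes correlate without any effect. Across genes, which are not independent replicates, homozygote against wild type and heterozygote against wild type correlated at 0.72, and the mean in 20 simulated sets of unchanged groups was 0.70 (range 0.65 to 0.72). The observed value lay within that range, so the correlation alone cannot separate a common effect from the shared libraries. Heterozygote against wild type and homozygote against heterozygote share the heterozygote libraries with opposite signs, and correlated at 0.12, above the simulated range of -0.51 to -0.46 (mean -0.48). Of the genes called in both of these comparisons, 238 changed in the same direction and 273 in opposite directions. Homozygote and heterozygote, each against wild type, had 1551 called genes in common in the same direction and 43 in opposite directions. The simulated sets made no shared calls, since no genotype differed in them, and so give no measure of the overlap expected among called genes.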

Values the study reported

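In single-nucleus sequencing of antennae, the study reported that 67% of wild-type nuclei and 12% of mutant nuclei were neurons. Fold changes of Or genes in single-nucleus and bulk data were related with a Pearson R2 of 0.21. About 70% of the Or expression that the authors saw outside olfactory neurons was attributed to genes nearby, and about 30% was left without such an account. None of these measures was computed here.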

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

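All tests in this part were chosen only after the results were seen, except the test of replicate 2 across other genes, whose outcome was stated beforehand. Groups of 7 homozygote libraries were searched for a single library far from the others, over 79 named results. In 13 of them the gap to the next library exceeded Dixon's 95% limit of 0.568 of the range. For normally distributed values about 1 in 20 groups is picked out by chance, which is 3.95 of 79. The limit was applied to CPM without a log scale, and all 13 gaps lay below the highest library. Skewed values may therefore give more than 3.95 by chance. The genes also include some chosen after their values were seen. The gaps fell in replicate 1 (7 genes), replicate 5 (4 genes) and replicate 2 (2 genes). No other homozygote library stood apart in this way.

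In replicate 1 the highest values were 569 CPM for fne (LOC105190174), 326 for Syt1 (LOC105183410), 47.3 for onecut (LOC105183587), 50.1 for sv (LOC105187024), 122 for IRSp53 (LOC105185889), 12.4 for HsIr309 and 37.2 for Vgn (LOC105181726), the last 2 chosen after their values were seen. Replicate 1 is the only homozygote library of sequencing batch 1. In the control libraries, batch 1 was higher than batch 2 at 7 of these 7 genes, with a median log2 difference of 1.69 (0.37 to 5.93). Sequencing batch, or whatever differed between the animals of the batches, may therefore account for these values. Because a batch of sequencing can also be a batch of animals, the technical and the biological reading stay open. Replicate 1 also had 5.65 M counts, the fewest among the homozygotes, but a lower depth would widen the spread of rare genes and not raise abundant ones such as fne.

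In replicate 5 orco stood at 157 CPM, with the next homozygote library at 45.0, and the other genes were HsOr206 (0.523 CPM), LOC112590016 (1.05 CPM, next 0.218) and HsIr8a (115 CPM, next 78.4). Reads from a control library would raise each tuning Or gene by the same share of its control level. Orco rose above the median of the other homozygotes by 6.10% of its control level, while the median tuning Or gene, among 245 with at least 5 CPM in the controls, rose by 0.802%, which argues against such reads as the cause. HsOr206 and LOC112590016 remained far below their control means (22.0 and 35.8 CPM) in replicate 5 too, and HsIr8a lay within 1.5 times the next library. A candidate explanation is that some olfactory neurons of a few receptor types were left in replicate 5. There, 21 tuning Or genes stood above the median of the other homozygotes by more than 10% of their control level. The numbers were 15, 1, 2, 6, 5 and 8 in replicates 1 to 4, 6 and 7. The largest excesses in replicate 5 were in HsOr209 (114%), HsOr245 (60.4%) and HsOr211 (34.2%), the last 2 chosen after their values were seen. Replicate 1 held 15 genes over that 10% with an orco excess of 0.409%. Its 3-count floor was 0.531 CPM, against 0.129 CPM in replicate 5, so counting error may account for part of its 15. These counts therefore leave open whether neurons remained or whether unequal transcription, as varies between libraries, produced the pattern. The study reported that neurons with orco, a tuning Ir and Ir co-receptors survive in the mutant. Their share in replicate 5 was not tested. Age and individual differences of the animals were not tested either.

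In replicate 2 LOC105182112 stood at 141 CPM (next 54.0) and LOC105189919 at 60.9 CPM (next 10.6), both genes that are abundant in the wild type. A small admixture of wild-type reads would raise them and leave genes near absent in the wild type almost in place. The 5 genes with the largest rise from wild type to heterozygote had a median log2 ratio of -6.41 between replicate 2 and the other homozygotes. For replicate 4 it was -4.93. A small admixture would not cause such a fall, so these 5 genes do not decide whether admixture raised the other 2. Orco, abundant in the wild type, lay below the median of the other homozygotes in replicate 2 (-0.299% of its control level). As a single gene it does not exclude a small admixture. A candidate explanation is that the genes that separate heterozygote from wild type also vary among homozygotes. Over 1907 other genes called between heterozygote and wild type, the deviation of replicate 2 correlated at -0.501 with the heterozygote to wild-type change, so these genes lay toward the wild-type side. Genes are not independent replicates, and replicate 4 had a correlation of -0.585 while replicates 1 and 5 had 0.420 and 0.364. An age or state of the animals that differs between libraries may underlie this axis, but the labels give neither, and it was not tested.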

How the results depend on the processing

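Each result was recomputed with 1 choice changed at a time. Of 689 values for 89 single-gene results under changes of scaling, tool, filter, batch term or batch, 656 kept their direction and their side of the threshold, 18 lost the call, 8 gained it and 7 changed sign. Of 1044 values with 1 library left out, the numbers were 976, 43, 8 and 17. The 30 changes of sign, with the block below included, concerned estimates that were past the threshold in neither setting. The cause of the differences below was not tested, except where fewer libraries or degrees of freedom give it.

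Scaling by library totals turned the log2 fold changes in homozygotes against controls of HsOr370 to -0.0060, of LOC105192289 to -0.086, of LOC105183707 to -0.11 and of LOC105190781 to -0.12. This scaling shifted the median of all genes by -0.13. DESeq2 turned Vgn (LOC105181726) to -0.11, raised the number of tuning Or genes that differed between heterozygote and wild type from 35 to 56, and returned no adjusted p-value for orco. Without the batch term HsOr21 was at -0.28 and LOC105181726 at -0.52, and the numbers of genes that differed were 3037 for homozygote against controls (4712 with the term), 1486 against heterozygote (2468), 2966 against wild type (4816) and 721 for heterozygote against wild type (1917), with 9 tuning Or genes in the last (35). Batch 2 alone moved the log2 fold change of HsOr21 in homozygotes against controls to 1.61 and the Or share difference from heterozygotes to -3.74. For that share, 2 against 6 libraries allow no exact permutation p-value under 0.05. Batch 2 alone left 1 wild-type library, so it gave no count for the comparisons with wild type. Limits of -2 and -0.5 gave 17 and 3 retained tuning Or genes, against 11 at -1. Median-ratio size factors and the 2 other count filters moved no count of calls by more than 1.5 times. The Or share differences kept their sign and their side of the threshold with another denominator, with TMM-scaled CPM, on the percent scale and without the 5 highest Or genes. Leaving out genes above 1% of any library, chosen after the data had been seen, gave 1903 genes for heterozygote against wild type, but TMM already trims such genes, so this setting could move little.

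The groups share replicate numbers, so a replicate block was fitted in place of the batch term. Deviations of same-numbered libraries correlated at between -0.56 and 0.53 over 7 pairs (median 0.0116), so the numbers do not pair the samples. The block leaves 3 residual degrees of freedom instead of 8, and lost calls there say nothing about the size of an effect. Its counts were 718 for homozygote against controls, 470 against heterozygote, 771 against wild type and 79 for heterozygote against wild type, with 0 tuning Or genes in the last, 2 Ir genes, 0 Gr genes and 2 cell type markers, while 314 tuning Or genes were called lower in homozygotes. At an unadjusted p-value under 0.05 the counts of 0 were 26 tuning Or and 2 Gr genes. Of the 89 single-gene results 41 kept their direction and their side of the threshold, 42 lost their call and 6 changed sign. The block took the Or share differences to -4.25 and -3.97, which too few arrangements within numbers can place under 0.05. In homozygotes against controls, signs turned for LOC105192289 (-0.038), LOC105183707 (-0.091), LOC105190781 (-0.045), LOC105186439 (0.12), HsOr21 (-0.35) and LOC105181726 (-1.02).

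Among fits that each left out 1 library, genes that differed between homozygotes and controls ranged from 2966 (without wild-type replicate 1) to 6043 (without wild-type replicate 2), between homozygotes and heterozygotes from 1479 (without heterozygote replicate 2) to 3131 (without wild-type replicate 2), between homozygotes and wild type from 4329 to 5325, and between heterozygotes and wild type from 1269 (without heterozygote replicate 3) to 2176. Omission of a wild-type library left 1 and gave no count for comparisons with wild type. Tuning Or genes that differed between heterozygote and wild type ranged from 9 (without heterozygote replicate 3; 15 without heterozygote replicate 2) to 44. Their median log2 fold change in homozygotes against controls ranged from -6.08 (without homozygote replicate 5) to -5.47 (without wild-type replicate 1), and Gr genes called from 1 (without wild-type replicate 1) to 4 (without heterozygote replicate 3). The Or share difference between homozygotes and heterozygotes ranged from -3.90 to -3.76, and without any 1 heterozygote library the smallest possible exact permutation p-value is 0.0556. The log2 fold change of orco stayed between -6.32 and -5.43, that of the Or share against controls between -4.22 and -3.96, and tuning Or genes called lower between 292 and 341.

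The same omissions moved log2 fold changes across 0 for LOC105182650 (-0.28 to 0.085), HsOr370 (-0.032 to 0.20), LOC105192289 (-0.080 to 0.086), LOC105183707 (-0.22 to 0.21), LOC105190781 (-0.21 to 0.24), HsOr21 (-0.54 to 1.37) and LOC105181726 (-1.49 to 1.28). Depth limits the rarest receptors. With at most 3 counts in every homozygote library, 145 tuning Or genes have only an upper bound for their level there.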

Other observations

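The tests in this part were chosen only after the results were seen, except that the cuticle and muscle gene lists were fixed before their values were read.

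The real grouping was compared with other groupings of the same libraries. Of 100 splits of the 12 libraries into 5 and 7, drawn from 792 with the real one included, 1 gave as many genes as homozygote against controls, namely the real one, and the next largest gave 1950. Of 100 splits of the 10 mutant-allele libraries into 3 and 7, drawn from 120, 1 gave as many as homozygote against heterozygote, again the real one, and the next largest gave 1379. The median of the other splits was 0 in both.

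The 11 tuning Or genes that kept more than a log2 fold change of -1 were set against several explanations. Control reads in the homozygote libraries would leave all Or genes at about the same share of their control level, but the median gene, with genes at the floor set to their bound, stood at 4.34%. Low counts do not account for the set as a whole, since 7 genes had at least 5 CPM in the controls, though the other 4 have few counts. Reads from the other strand stay open, because unstranded libraries do not show them. Counting each strand apart recovers only reads left out as shared with an annotated gene, and its median addition over the 11 genes was 0% (6.97% in HsOr202). Position in the listing order of the tables gave a difference. Of 75 tested genes listed beside a gene outside the Or family, 8% were above the limit, against 1.85% of 271 listed between Or genes (Fisher's exact test, p = 0.0158), and with at least 5 CPM in the controls 4 of 51 against 3 of 194 (p = 0.0360). Transcription reaching these receptors from, or shared with, a neighbouring gene outside the family may thus keep some of them expressed. The listing order stands in for genome position here, and it places HsOr370 between LOC105192299 and LOC105192296 and HsOr60 after LOC105183726, not next to LOC105192289 and LOC105183707, the genes the study names with them. Whether the listing departs from the genome there, or the named genes are not the closest, was not tested. In addition, the study itself raised such neighbours, and neighbouring receptors are not independent, so the p-value is approximate. In its single-nucleus data the study saw HsOr370, HsOr61, HsOr247 and HsOr202 in nonneuronal cells too, and these lacked orco. Its in situ hybridization placed HsOr370 in support cells and HsOr202 in glia. The study proposed that regulatory elements of nearby genes may drive such expression. The bulk counts do not show the cell of origin, so they leave other sources open.

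Marker genes do not move as a lower share of neurons alone would make them, since that would raise the markers of all other cell types alike. The log2 fold changes of Mhc (LOC105191850) and LOC105190591 lay 3.36 apart (SE 0.494). A loss of neurons together with further changes in other cells remains possible. Xbp1 (LOC109504605), chosen after its values were seen, fell from 1357 ± 282 CPM (SD, n = 5) to 327 ± 68.5 CPM (SD, n = 7), with a log2 fold change of -1.89 (adjusted p-value 3.89e-07, lower than all controls in 7 of 7 libraries), while Hsc70-3 (LOC105181048) was not called (-0.29, adjusted p-value 0.265).

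The 5 genes with the largest rise from wild type to heterozygote were near absent in both wild-type libraries. A few genes taking most of the counts would have to fill the wild-type libraries almost completely to dilute these 5 genes so far, but the 12 genes above 1% of any library held at most 12.9% of a wild-type library. Sequencing batch does not account for these 5 genes. Within batch 2 the lowest log2 ratio of heterozygote to wild type among them was 7.88, and within batch 1 it was 10.71. The 5 were picked for groups without overlap, which fixes the sign of these ratios but not their size, and each batch held 1 wild-type library. For the other genes called between heterozygote and wild type, a part played by batch stays open. A list of 30 cuticle genes, of which 27 passed the count minimum in these antennae, rose as well. The median log2 fold change of its 27 tested genes was 2.21, at percentile 100 of 10000 random lists matched on expression (central 95% from -0.25 to 0.39), with 13 called higher and 2 lower. Against controls the homozygotes had a median of 1.61 and against heterozygotes 0.40. The latter was at percentile 99.89 (central 95% from -0.25 to 0.26), with 1 gene called higher and 1 lower. A difference in cuticle formation, and so perhaps in the age of the adults, between the wild-type and the mutant-allele animals may underlie the rise from the wild type. It leaves the smaller rise from heterozygote to homozygote open. Age and source of the animals are not in the labels, were not tested, and would be shared by all genes of a library, so part of the heterozygote to wild-type difference cannot be assigned to the mutant allele.

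Mhc rose in homozygotes and also from wild type to heterozygote (log2 fold change 2.48, adjusted p-value 0.0308), a call lost without the batch term (2.15) and without heterozygote replicate 1 (2.45) or 3 (1.78). A list of muscle genes without Mhc had a median log2 fold change of 1.12 between heterozygote and wild type over 9 tested genes, at percentile 99.9 of random lists (3 called higher). The medians were 1.54 for homozygotes against controls, and 0.96 for homozygotes against heterozygotes. The list's most abundant gene in the homozygotes, Mlc2 (LOC105192051), averaged 1855 CPM there and 223 CPM in the wild type. From wild type to heterozygote 7 of the 9 genes were higher. The log2 fold changes of sls (LOC105184337, -0.49) and Zasp66 (LOC105191715, -0.033) lay below 0. No gene was on both lists. Muscle transcripts in differing amounts may therefore explain the rise of Mhc, whether from how the antennae were cut or from the animals, which the counts do not separate. In its single-nucleus data the study reported the opposite direction, with fewer muscle cells in the mutant, and left this unexplained.

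Tuning Or genes lay lower in heterozygotes than in wild types, with a median log2 fold change of -0.64. Fewer neurons in the heterozygote would lower the neuronal markers too, but the lowest of the 4 markers was at 0.15. In the homozygotes these markers fell far less than the tuning Or genes. They could therefore miss a small loss of neurons, which stays open. The fall of the receptors may reflect the mutant allele, or the age or source of the animals, and with 2 wild-type libraries the exact permutation test of the Or share could not fall under 0.05.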
